A study of Homo sapiens with 5 samples. Its data were reported in "A critical role of PRDM14 in human primordial germ cell fate revealed by inducible degrons" (2020).

How the data were processed

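PRDM14-Venus ChIP-seq was performed by the authors with an anti-GFP antibody in hESC without IAA, hESC with IAA and hPGCLC without IAA, with 1 library per condition. Input libraries of hESC and hPGCLC served as controls in the authors' peak calling and have no file of their own here. The series held 5 samples, of which 3 had a peak list. Groups were taken from the sample labels.

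The authors trimmed the reads, aligned them to hg38 with BWA, removed reads of low mapping quality, duplicates, unplaced contigs and blacklisted regions, reduced the libraries to equal depth, and called peaks in each library against its input with MACS2 at its default threshold, a q-value under 0.05. The deposited lists give, for each peak, the coordinates, the summit, the fold enrichment over input at the summit, the -log10 p and -log10 q of the summit, and an integer score that is 10 times the -log10 q. Peaks were called by the authors per library. The hESC libraries came from 1 clone, whereas the cells of the hPGCLC library were pooled from 2 clones before the ChIP, so clone composition and cell type differ together. Removal of duplicates limits the height of narrow peaks. Reduction to equal depth takes differences of depth out of the numbers of peaks, but not those of cell number, cell mixture or preparation. With no second library per condition, differences of preparation and of condition cannot be separated.

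All deposited coordinates lay within the chromosome lengths of the hg38 sequence used here. Gene models were from GENCODE release 44, which may differ from the annotation of the authors. Computations used Python 3.11.15 with numpy, pandas, pysam and scipy. Peaks were used as deposited in the main analysis. Peaks overlapped if they shared at least 1 bp. The random expectation came from 1000 placements of peaks of the same widths on the same chromosomes outside assembly gaps. Consensus regions were merged over the 3 lists with gaps of up to 100 bp. A summit was assigned to the promoter if it lay within 1 kb of a TSS of any transcript, then in turn to the 5' UTR, 3' UTR, another exon, an intron or intergenic sequence. The TSS share was compared with 10000 draws of random positions on the same chromosomes and with 10000 draws matched on GC content in windows of 200 bp.

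Motifs were sought on both strands within 50 bp of summits, and in windows 1 kb to either side as background. The words were GGTCTCTAA for PRDM14 with at most 1 mismatch, GCCNNNGGC for AP-2, CCWTTGT for SOX and CATTCCW for TEAD with 0 mismatches, RAGTGAAAG for BLIMP1 with at most 1, CCASYAGRKGGC for CTCF with at most 2 and CATTGTNATGCAAA for OCT4-SOX2 with at most 3. Consensus words are less sensitive than position weight matrices, and short words also match by chance, so motif shares do not measure occupied sites and serve only for comparison between sets and with the flanks. Words of 8 bases were ranked by the log2 ratio of the share of summit windows to the share of flanking windows, with a pseudocount of 1 window and a minimum of 20 summit windows.

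The fragment number at each summit and the background level were recovered from the authors' fold enrichment and -log10 p, which are functions of both in MACS2. A whole number of fragments was recovered for 100% of peaks in each list. The lowest background in each list, with the authors' fragment length and genome size, gave depths from 24997000 to 25001000 reads per library. The smallest number of fragments at a called summit was 9, which sets the precision of single peaks.

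Shares are given with 95% Wilson intervals, and differences of shares with Newcombe intervals. Differences between sets of peaks are called detectable where this interval excludes 0. This covers the counting of peaks in 1 library per condition and not the variation between libraries, which was not estimated. The named loci were fixed before the data were examined: the first 5 peaks of each list by -log10 q, the first 3 words of each 8-base scan, and 19 genes with the peaks whose summit lay within 100 kb of a TSS. The comparisons of the report and most alternatives were also fixed before the data were examined, whereas several tests of the closing section were chosen after, as stated there. Alternatives were stricter q-values, autosomes alone, lists of equal size, other overlap rules, other TSS definitions, other motif windows and mismatches, and another pseudocount. The scripts were tested on simulated data. All 800 planted motifs were found, a planted overlap of 300 of 1000 peaks was recovered, and 100% of simulated fragment numbers were recovered among 500 peaks. Signal tracks, reads and expression data were not used here.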

Results

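PRDM14 occupancy was measured by chromatin immunoprecipitation with sequencing (ChIP-seq) in human embryonic stem cells (hESC) and in human primordial germ cell-like cells (hPGCLC), which are germline precursors made from hESC in embryoid bodies. In these lines the endogenous PRDM14 protein carries an auxin-inducible degron and the fluorescent tag Venus, so that an antibody against GFP precipitates it and the auxin indole-3-acetic acid (IAA) triggers its degradation. The data comprised 3 peak lists, for hESC without IAA, hESC with IAA and hPGCLC without IAA, each from 1 library. The hPGCLC library was prepared from unsorted embryoid bodies at day 4, of which 60 to 70% were hPGCLC, and carries the replicate number 2. It pooled cells of 2 clones, whereas both hESC libraries came from 1 clone. Each ChIP used 2500000 cells for hESC and 4000000 for hPGCLC. There were no replicates, so the intervals given here are 95% Wilson intervals that cover counting error only, and no difference between conditions has a replicate check. Fold enrichment and -log10 q of a peak are the authors' values and serve here to describe, rank and filter peaks within a list.

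The first question was how many sites were called in each library. The hESC no IAA list held 3452 peaks, the hESC + IAA list 1344 and the hPGCLC list 4360. Median peak width was 244 bp in hESC no IAA, 248 bp in hESC + IAA and 254.5 bp in hPGCLC. Median fold enrichment over input was 6.60 in hESC no IAA, 6.67 in hESC + IAA and 7.06 in hPGCLC. The background level implied by the peak values corresponded to 24997000 reads in hESC + IAA and 25001000 in both other libraries, so the lists were called at nearly equal depth. The median number of fragments at a summit was 17 in both hESC lists and 19 in hPGCLC, and no peak rested on fewer than 9. A threshold of q under 0.001 left 3228 peaks in hESC no IAA, 1243 in hESC + IAA and 4179 in hPGCLC, the largest change among the thresholds tried.

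Merging the lists with gaps of up to 100 bp gave 6486 consensus regions, of which 3319 held a hESC no IAA peak, 4206 a hPGCLC peak and 1317 a hESC + IAA peak. Regions found in hPGCLC alone numbered 2669 and regions found in hESC no IAA alone 1769. Another 731 regions were shared by these lists without hESC + IAA, and 649 were in all 3 lists. The hESC + IAA list shared 170 regions with hESC no IAA alone, and 341 regions were found after IAA treatment only. A gap of up to 500 bp gave 6066 regions.

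**Figure D1:**
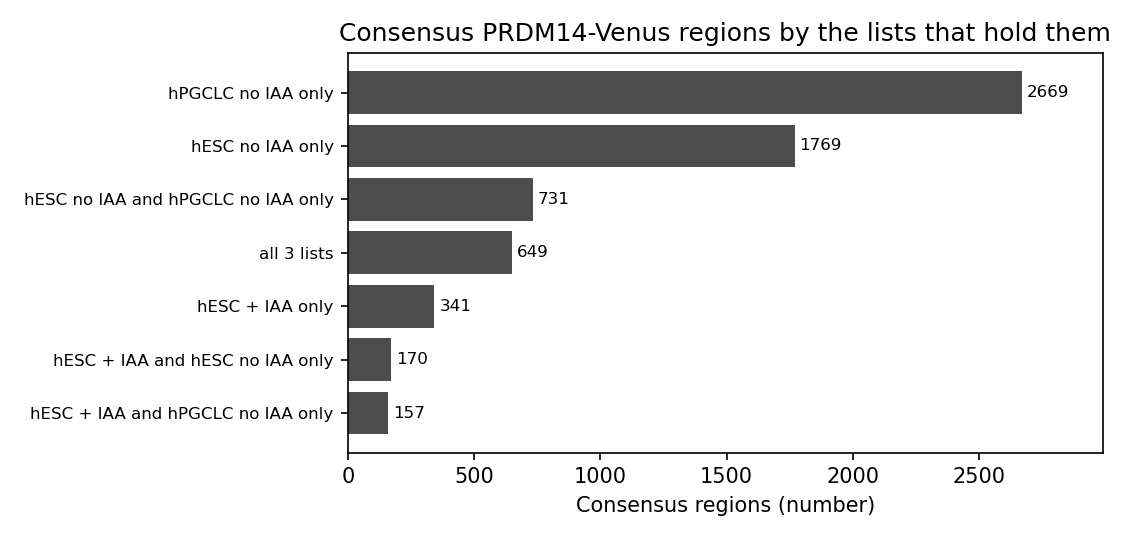
Number of consensus regions (horizontal axis) for each combination of the 3 peak lists (vertical axis). Regions held by hPGCLC alone were the most frequent (2669), and 649 regions were held by all 3 lists.

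IAA-treated hESC served as a control for PRDM14-dependent signal. The series held no hPGCLC library with IAA, so background particular to the embryoid bodies had no such control. Of the 3452 hESC no IAA peaks, 821 overlapped a hESC + IAA peak by at least 1 bp (23.8%, interval 22.4 to 25.2%). Peaks of the same widths placed at random on the same chromosomes overlapped in 0.0418% of cases on average, and in at most 0.232% over 1000 placements. Conversely, 818 of the 1344 hESC + IAA peaks (60.9%, interval 58.2 to 63.4%) overlapped a hESC no IAA peak, and 526 did not. With all lists reduced to the size of the smallest by -log10 q, the share of hESC no IAA peaks that overlapped a hESC + IAA peak was 39.1%.

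Peaks that overlapped a hESC + IAA peak (retained peaks) were compared with the 2631 that did not (lost peaks) at matched height, in 5 quintiles of the hESC no IAA list by fold enrichment. The retained share was 9.41% (interval 7.45 to 11.8%) in the lowest quintile and 45.1% (interval 41.4 to 48.8%) in the highest. Under a reciprocal overlap of at least 50% the shares were 6.66% and 40.9%. Median fold enrichment before IAA was 8.29 for retained and 6.23 for lost peaks, with bootstrap intervals that did not overlap. In the highest quintile, summits of retained peaks lay within 1 kb of a transcription start site (TSS) in 90.7% of cases (interval 86.9 to 93.4%) and those of lost peaks in 27.4% (interval 23.2 to 32.1%). The PRDM14 motif was present at 1.29% of retained peaks in that quintile (interval 0.501 to 3.26%) and at 28.2% of lost peaks (interval 23.9 to 33.0%). Both differences exceeded the counting error.

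**Figure D2:**
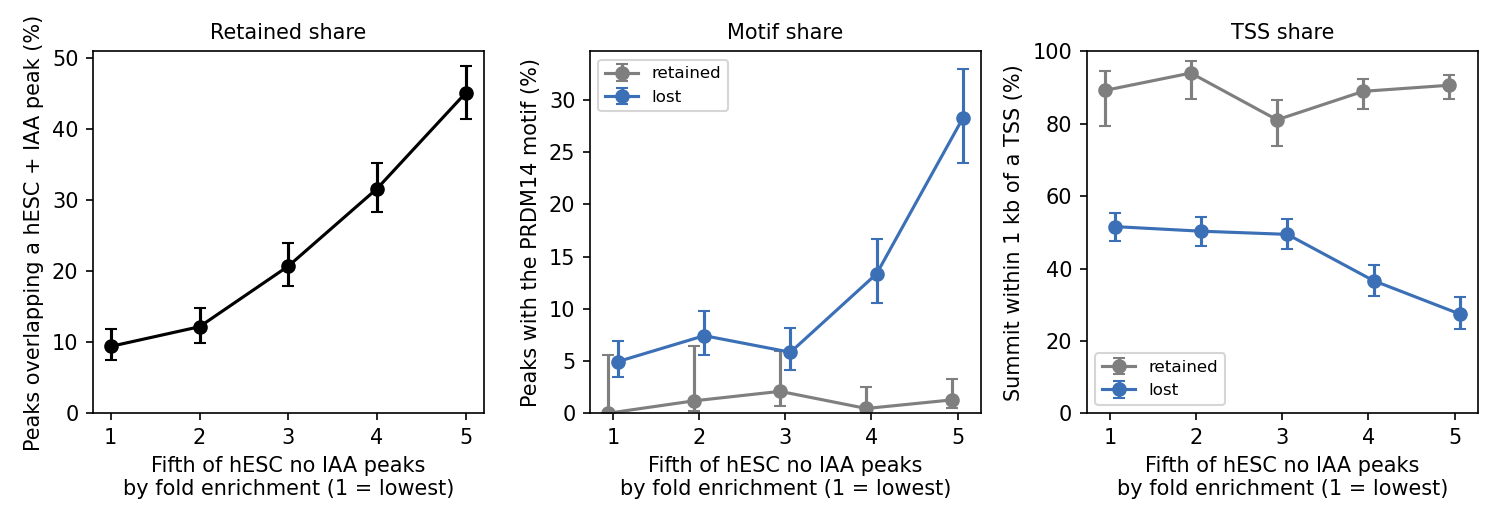
Quintiles of hESC no IAA peaks by fold enrichment (horizontal axes) against the percentage of peaks that overlapped a hESC + IAA peak (left), that had the PRDM14 motif within 50 bp of the summit (middle) and whose summit lay within 1 kb of a TSS (right); bars are 95% Wilson intervals. The motif share of lost peaks reached 28.2% in the highest quintile, against 1.29% for retained peaks.

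The next comparison asked how far called peaks are shared between cell types. Of the 4360 hPGCLC peaks, 1401 overlapped a hESC no IAA peak (32.1%, interval 30.8 to 33.5%), and 2959 did not. Of the hESC no IAA peaks, 1418 overlapped a hPGCLC peak (41.1%, interval 39.4 to 42.7%), and 2034 did not. Random placement gave mean overlaps of 0.0967% and 0.119%. The hPGCLC list also overlapped the hESC + IAA list at 800 peaks (18.3%, interval 17.2 to 19.5%). With lists of equal size the shares were 48.2% for hPGCLC peaks and 48.4% for hESC no IAA peaks.

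Summits were located relative to annotated TSS. A summit lay within 1 kb of a TSS for 55.2% of hESC no IAA peaks (interval 53.5 to 56.8%), 50.3% of hPGCLC peaks (interval 48.9 to 51.8%) and 83.0% of hESC + IAA peaks (interval 80.9 to 84.9%). Random positions on the same chromosomes gave 8.23%, 8.46% and 9.24%. Random positions matched on GC content gave 30.9%, 25.1% and 37.5%, and 0 of 10000 draws of either kind reached the observed share in any list. The share differed between peaks with and without a hESC + IAA partner. Of the retained hESC no IAA peaks, 88.8% lay within 1 kb of a TSS (interval 86.5 to 90.8%), against 44.7% of the lost peaks (interval 42.8 to 46.6%). Of the hPGCLC peaks, 93.4% of those that overlapped a hESC + IAA peak (interval 91.4 to 94.9%) and 40.7% of the others (interval 39.1 to 42.3%) lay within 1 kb of a TSS. Leaving out the peaks with a hESC + IAA partner, an alternative chosen after the data were seen, moved this result the most. Outside promoters, summits in hESC no IAA were intronic in 24.8% of cases and intergenic in 17.9%. In hPGCLC these shares were 26.0% and 21.2%, and in hESC + IAA 9.08% and 6.70%. Exons and untranslated regions beyond the promoter window each held at most 53 summits in any list.

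**Figure D3:**
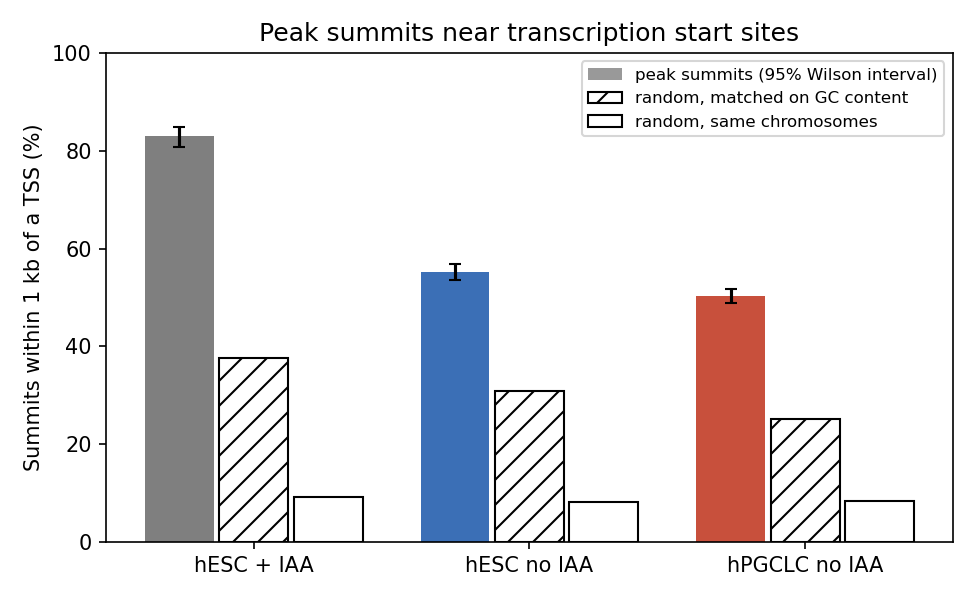
Percentage of summits within 1 kb of a TSS (vertical axis) in the 3 peak lists (horizontal axis), with 95% Wilson intervals, beside random positions matched on GC content and random positions on the same chromosomes. All 3 lists exceeded both expectations, and hESC + IAA had the highest share (83.0%).

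The PRDM14 motif GGTCTCTAA was sought within 50 bp of each summit with at most 1 mismatch, and in windows 1 kb to either side. It was present in 8.31% of hESC no IAA peaks (interval 7.44 to 9.28%) against 3.11% of flanking windows, and in 10.5% of hPGCLC peaks (interval 9.65 to 11.5%) against 3.29%. In hESC + IAA it was present in 0.818% of peaks (interval 0.458 to 1.46%), against 3.83% of its flanks, or 1.75% of flanks 300 bp away. Among hESC no IAA peaks the motif was found in 10.6% of lost peaks (interval 9.45 to 11.8%) and 1.10% of retained peaks (interval 0.578 to 2.07%). Within the hPGCLC list, 12.6% of peaks without a hESC + IAA partner (interval 11.5 to 13.7%) and 1.38% of peaks with one (interval 0.769 to 2.45%) had the motif. The motif read backwards, a control of the same composition, was found in 2.06% of hESC no IAA and 2.11% of hPGCLC peaks. A wider window of 100 bp on each side raised the hESC no IAA share to 14.8%, and lists of equal size raised the hPGCLC share to 17.6%. Peaks with the motif lay near a TSS less often than peaks without it. The shares within 1 kb were 26.1% of 287 peaks against 57.8% of 3165 in hESC no IAA, and 24.2% of 459 against 53.4% of 3901 in hPGCLC.

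Every 8-base word present in at least 20 summit windows was then compared with the flanks. In hESC + IAA the highest ratios were those of CGGACTAC (37 of 1344 windows, log2 ratio 6.25), CCACGCGG (20 windows, 5.39) and GCGGACTA (20 windows, 5.39). In hESC no IAA they were those of ACTACAAC (79 of 3452 windows, log2 ratio 4.32), CGGACTAC (25 windows, 4.12) and CGGCATGC (22 windows, 3.94). In hPGCLC they were those of AGTCGTAG (20 of 4360 windows, log2 ratio 5.39), CGTAGTCC (25 windows, 4.70) and CGGGACTA (24 windows, 4.64). The word GGTCTCTA, part of the PRDM14 motif, ranked 27 of 3735 in hESC no IAA (111 windows, log2 ratio 3.16) and 18 of 5513 in hPGCLC (168 windows, 3.49). Without the peaks that overlapped hESC + IAA, a choice made after the data were seen, it ranked 1 in both lists, with log2 ratios of 3.61 and 3.80. A pseudocount of 5 windows lowered the log2 ratio of CGGACTAC in hESC + IAA to 4.07.

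Motifs of candidate partner factors were compared between peaks of 1 cell type only. The BLIMP1 motif was found in 8.04% of hPGCLC-only peaks (interval 7.12 to 9.08%) and 3.64% of hESC-only peaks (interval 2.91 to 4.54%), a difference of 4.41 percentage points (interval 3.11 to 5.67). Flanking windows held it in 6.61% and 6.42% of cases. The hESC-only share lay below its flanks, so the difference is not an excess in hPGCLC-only peaks alone. The AP-2 motif GCCNNNGGC was found in 14.3% of hPGCLC-only and 12.4% of hESC-only peaks, against 3.40% and 3.52% of flanks. The difference of 1.89 points (interval -0.0447 to 3.78) was not detectable at this number of peaks. It was detectable among peaks more than 1 kb from a TSS, at 4.69 points (interval 2.38 to 6.91). The OCT4-SOX2 composite differed by 1.17 points (interval 0.0603 to 2.23), with 4.46% in hPGCLC-only peaks and 3.29% in hESC-only peaks. This difference was no longer detectable among peaks more than 1 kb from a TSS (1.29 points, interval -0.593 to 3.06). The SOX and TEAD motifs did not differ beyond counting error. CTCF, included as a control, was found in 12.6% of hPGCLC-only and 18.3% of hESC-only peaks, and the summit windows of these sets differed in mean GC content, at 56.4% and 60.8%. The alternative with the largest effect on AP-2 was the stricter word SCCTSRGGS, chosen after the data were seen, with a difference of 7.29 points.

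**Figure D4:**
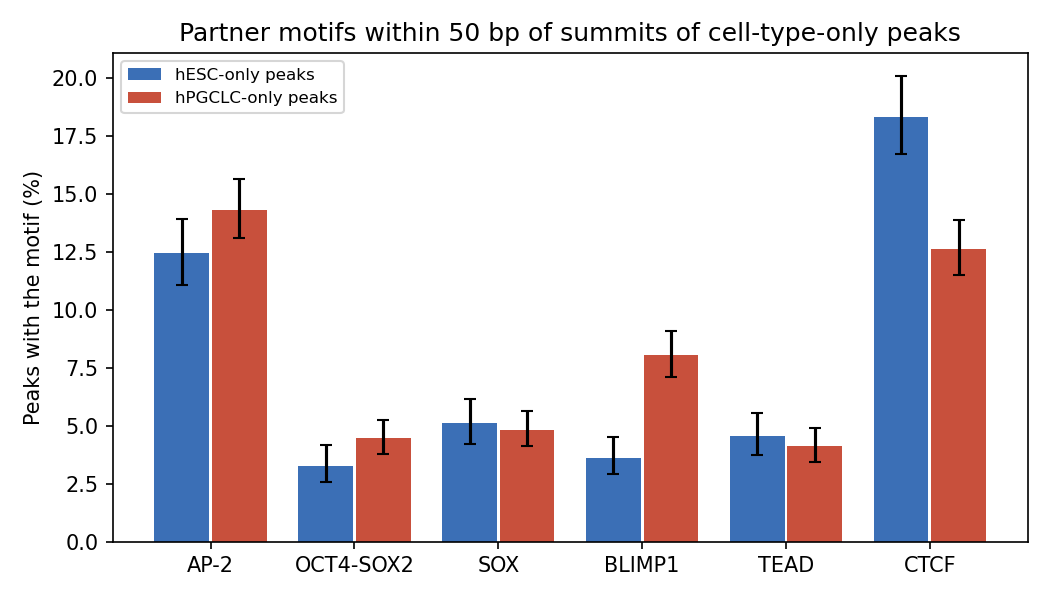
Percentage of peaks with each motif within 50 bp of the summit (vertical axis) for 6 motifs (horizontal axis) in hESC-only and hPGCLC-only peaks; bars are 95% Wilson intervals. BLIMP1 was more frequent in hPGCLC-only peaks (8.04% against 3.64%) and CTCF in hESC-only peaks (18.3% against 12.6%).

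The highest peaks by -log10 q were located on hg38. In hESC no IAA the first lay on chromosome 12 from 122871003 to 122874661 (fold enrichment 34.0, -log10 q 158), with its summit 611 bp upstream of a TSS of VPS37B (ENSG00000139722) and within the promoter window. It was followed by an intergenic peak on chromosome 9 from 21750979 to 21753301, 50412 bp upstream of MTAP, and by an intergenic peak on chromosome 16 from 30677455 to 30678935 near FBRS. The remaining peaks of the first 5 were an intergenic peak on chromosome X from 69263437 to 69264628, 98744 bp upstream of PJA1, and an intronic peak in RPTOR on chromosome 17 from 80564558 to 80566624. None of these 5 overlapped a hESC + IAA peak, and each overlapped a hPGCLC peak. In hPGCLC the first was an intergenic peak on chromosome 12 from 84804510 to 84806204 (fold enrichment 51.5, -log10 q 180), 58217 bp downstream of a TSS of SLC6A15 (ENSG00000072041). The others were a peak at the LMNA promoter on chromosome 1 from 156081928 to 156083550, the peak near FBRS, an intronic peak in MBNL2 on chromosome 13 from 97226011 to 97228723, and an intronic peak on chromosome 12 from 48021625 to 48022572, 17373 bp upstream of COL2A1. The LMNA peak alone among these overlapped a hESC + IAA peak. In hESC + IAA the first 5 lay within 85 bp upstream of TBX6, TIMM21, ST3GAL2 and GSPT1, and 1516 bp upstream of SLC17A7. The TBX6 peak, on chromosome 16 from 30091710 to 30092256, had a fold enrichment of 30.0 and a -log10 q of 102. All 5 were also called in the other lists, and none had the PRDM14 motif.

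Genes fixed in advance were examined for peaks with a summit within 100 kb of a TSS. SOX17 had 1 peak in hPGCLC, 114 bp upstream of a TSS on chromosome 8 from 54457727 to 54457883 (fold enrichment 5.32, -log10 q 5.13), and 0 in either hESC list. TFAP2C had 6 peaks in hPGCLC, the nearest 709 bp downstream of a TSS on chromosome 20 from 56630867 to 56631084, and 0 in either hESC list. UTF1 had 2 peaks in hPGCLC, the nearest 1893 bp downstream of a TSS, and 0 in the others. UHRF1 had the same counts, with its nearest peak 8124 bp upstream, in an intron of ARRDC5. NANOS3 had 11 peaks in hPGCLC, 5 in hESC no IAA and 4 in hESC + IAA, and LIN28A had 5, 4 and 0. SOX2 had 1 peak in hESC no IAA, 44954 bp downstream of a TSS on chromosome 3 from 181756771 to 181756987, and GBX2 had 1, 7805 bp downstream of a TSS on chromosome 2 from 236159336 to 236159578. Neither had a peak in the other lists. POU5F1 had 1 peak in hESC no IAA, 1411 bp upstream of a TSS on chromosome 6 from 31171732 to 31172196, and 1 in hPGCLC, 17221 bp upstream. ERBB3 had 3 peaks in each hESC list and 4 in hPGCLC. The nearest hESC no IAA peak lay 682 bp upstream of an ERBB3 TSS and had no hESC + IAA partner. The nearest hESC + IAA peak lay on chromosome 12 from 56104298 to 56104657, 4586 bp downstream of the nearest ERBB3 TSS and 85 bp upstream of PA2G4. PRDM14 had 3 peaks in hESC no IAA, 3 in hPGCLC and 0 in hESC + IAA. DND1 had 3 peaks in hPGCLC and 1 in each hESC list, and in all 3 lists the nearest lay at the promoter of IK. TRIM28 had 3 peaks in hPGCLC, 3 in hESC + IAA and 1 in hESC no IAA. The nearest lay at the promoters of UBE2M in hPGCLC, MZF1 in hESC + IAA and ZBTB45 in hESC no IAA. EHMT2 had 1 peak in hPGCLC, 1 in hESC + IAA and 0 in hESC no IAA. The hPGCLC peak lay 828 bp upstream of an EHMT2 TSS and nearer to a TSS of C2, at 739 bp. The hESC + IAA peak lay 50084 bp downstream of an EHMT2 TSS. PRDM1, NANOG, KLF4, NANOS1 and TDGF1 had 0 peaks within 100 kb in all 3 lists.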

Values the study reported

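The study reported 6486 consensus PRDM14 sites, with 4206 in hPGCLCs and 3319 in hESCs. Of the 3319 hESC sites, 1728 were described as still detectable after IAA treatment, though with a reduced signal. In both cell types, binding was described as mostly lying no more than 1 kb from a TSS. About 30% of sites were described as spanning promoters in both cell types.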

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

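The alternatives that used peaks without a hESC + IAA partner, consensus regions, the highest quintile of cell-type-only peaks, the stricter AP-2 word or the stricter OCT4-SOX2 word were chosen after the data were seen, and the others before the data were examined. No paired analysis was possible because each condition has 1 library.

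The numbers of peaks and of consensus regions stayed within 1.5 times under every alternative. A q-value under 0.01 moved no share beyond its interval in the results it was applied to. Autosomes alone were tried for the numbers of peaks, the overlap shares and the TSS shares, and moved none of these shares beyond its interval. Stricter overlap rules lowered the shared fractions. A reciprocal overlap of at least 50% gave 19.8% of hESC no IAA peaks in hESC + IAA, 22.8% of hPGCLC peaks in hESC no IAA and 28.8% of hESC no IAA peaks in hPGCLC. It lowered the retained share to 40.9% in the highest and 6.66% in the lowest quintile. Summits within 100 bp gave 20.5%, 26.8% and 33.9%, and 6.22% in the lowest quintile. Lists of equal size raised the shares to 39.1%, 48.2% and 48.4%. The 3 shares kept their order under each of these, and the share of consensus regions with hESC no IAA that also held hESC + IAA was 24.7%.

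The TSS share in hESC + IAA, hESC no IAA and hPGCLC was 77.8%, 49.6% and 44.9% with protein-coding genes alone, and 78.1%, 48.2% and 44.1% with a window from 1 kb upstream to 100 bp downstream. Without the peaks that overlapped hESC + IAA it was 44.7% in hESC no IAA and 40.7% in hPGCLC. The order of the lists was the same throughout.

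The PRDM14 motif share without a mismatch was 0.0% in hESC + IAA, 2.49% in hESC no IAA, 2.41% in hPGCLC, 0.122% in retained and 3.23% in lost peaks. Windows of 100 bp on each side gave 1.79%, 14.8%, 16.1%, 2.56% and 18.6%. Lists of equal size gave 13.5% in hESC no IAA, 17.6% in hPGCLC and 21.5% in lost peaks. The motif read backwards gave 2.06%, 2.11% and 2.24% in these sets. Peaks without a hESC + IAA partner had it in 10.6% of hESC no IAA and 12.6% of hPGCLC peaks. Lost peaks exceeded retained peaks under each setting of the motif itself. hPGCLC exceeded hESC no IAA under each of them except without a mismatch.

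The AP-2 difference between hPGCLC-only and hESC-only peaks became detectable with no peak of the other cell type within 1 kb (2.37 points). It was also detectable beyond 1 kb from a TSS (4.69) and without hESC + IAA partners (2.83). The same held in the highest quintile by fold enrichment (4.49) and with the word SCCTSRGGS (7.29). The AP-2 difference stayed undetectable with a q-value under 0.01 (1.77) and within 100 bp of the summit (1.85). The OCT4-SOX2 difference stayed detectable within 100 bp of the summit (2.05 points) and with a q-value under 0.01 (1.31). The same held with no peak of the other cell type within 1 kb (1.28). It was not detectable beyond 1 kb from a TSS (1.29 points), without hESC + IAA partners (1.05) or with at most 2 mismatches (0.169). In the highest quintile it was -0.235. The cause of these changes was not tested. The BLIMP1 and CTCF differences kept their direction and stayed detectable under every alternative. None of these alternatives matched BLIMP1 or CTCF on GC content, which differed between the sets. The CTCF control also differed, by -5.70 points, so the BLIMP1 difference alone cannot be tied to PRDM14.

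Among the other values, 11 of the log2 ratios of named words changed by more than 1 and 7 did not, and none changed sign. Of the counts of peaks near named genes, 1 changed by more than 1.5 times and 113 did not. Of the shares of summits in a feature class, 10 moved and 26 did not, each of the 10 with protein-coding genes alone. Flanks 300 bp away had the PRDM14 motif less often than flanks 1 kb away in all 5 sets. The median fold enrichment of retained peaks rose with summits within 100 bp and stayed within its interval otherwise. The low counts behind many words, about 20 windows, limit what their ranks can show.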

Other observations

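The tests of AP-2 and those of peak height, of background and of residual PRDM14 were chosen before their results were seen, and all others in this part were chosen after.

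Of the consensus regions with a hESC no IAA peak, 24.7% also held a hESC + IAA peak. That is lower than the share that follows from the values quoted from the study above. The measures may not be the same, since the share here rests on peak calls alone, whereas the quoted value concerns sites with detectable signal.

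Summits within 1 kb on either side of a TSS made up 55.2% of hESC no IAA and 50.3% of hPGCLC peaks. That is higher than the promoter share quoted from the study above. These measures may differ as well, since the quoted share concerns annotated promoters. With a window from 1 kb upstream to 100 bp downstream of a TSS, the shares here were 48.2% and 44.1%.

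The peaks retained after IAA differed from the lost ones in sequence and location. Their height before auxin alone does not account for this, since 28.2% of lost peaks in the highest quintile had the PRDM14 motif against 1.29% of retained peaks. Nor does location at promoters, since among peaks within 1 kb of a TSS the motif was found in 5.61% of lost peaks (interval 4.44 to 7.08%) and 1.23% of retained peaks (interval 0.651 to 2.33%), at mean GC contents of 67.9% and 65.9%. A partial loss of PRDM14 at every peak alike would leave fewer fragments after auxin. In the highest quintile the median log2 ratio of summit fragments after over before IAA was 0.17 (interval 0.13 to 0.20) in 311 retained peaks, and 4.18% of them fell to 50% or less. The 379 lost peaks of that quintile had a median of 37 fragments before IAA, while 95% of hESC + IAA peaks had at least 11. Retained peaks are by selection those called again, which favours higher values after IAA. The study described lower signal after IAA at the larger set of sites it counted as persisting, which was not seen in the fragments at summits of the retained peaks here.

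A candidate explanation for the retained peaks is background of the antibody or of open chromatin, with no PRDM14. The motif share of 1.10% in retained peaks (interval 0.578 to 2.07%) lay below the 3.65% of windows 1 kb away and near the 1.46% of the motif read backwards. Windows 300 bp away had the motif in 2.13% of cases (interval 1.54 to 2.95%), which overlaps the interval of retained peaks. Retained peaks thus had no excess of the motif over either flank, and whether they had a deficit depends on the flank. A related hypothesis is a factor bound at ACTACAANTCC, a word assembled from the 8-base scan. With at most 1 mismatch it was found in 34.2% of retained peaks (interval 31.1 to 37.5%) and 0.646% of lost peaks. The word was taken from these same lists, so this contrast describes them and tests nothing. A separate step took the first 3 words of the scan of hESC + IAA peaks on odd-numbered chromosomes and counted them on even-numbered chromosomes. The words were CGGACTAC, ACAACTCC and GCGGGGCA, of which the last is not part of ACTACAANTCC. They were found in 10.9% of retained promoter peaks (interval 7.84 to 15%) and 2.77% of lost promoter peaks (interval 1.68 to 4.52%). The first word alone was found in 7 of 293 and 0 of 542 peaks. Retained peaks are defined by overlap with hESC + IAA peaks, so words frequent in hESC + IAA are expected to be more frequent in them. The split by chromosome guards against an accidental choice of words and does not test for a bound factor. Presence of these words does not show which factor, if any, was bound. PRDM14 held at promoters without its motif and out of reach of auxin may give the same picture. The median log2 ratio of 0.11 over all 821 retained peaks cannot tell this apart from background, because neither would fall after IAA. A library from cells without the Venus tag would bear on these explanations and was not analysed here.

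The 526 hESC + IAA peaks with no hESC no IAA peak showed no excess of the PRDM14 motif. It was found in 0.380% of them (interval 0.104 to 1.38%) against 3.52% of their flanks 1 kb away. Flanks 300 bp away were not counted for this set. The share argues against residual PRDM14 bound at its motif. It does not address PRDM14 held at promoters without the motif, and 74.3% of these peaks lay within 1 kb of a TSS. The peak values of hESC no IAA and hPGCLC were recovered only if the p-value was computed with 1 fragment less than the pileup, whereas those of hESC + IAA needed no such step. The rounding of fragments by the peak caller may therefore have favoured hESC + IAA. With 1 fragment less, 0.951% of these peaks would have a summit under the lowest -log10 p of their own list. How many of these sites missed the hESC no IAA list by 1 fragment cannot be read from the peak lists, so this explanation stays open.

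Peaks shared with hESC + IAA contribute to the TSS share of the other lists without accounting for all of it. Without them, 40.7% of hPGCLC summits lay within 1 kb of a TSS, above the 22.8% of random positions matched on the GC content of these same peaks. In hESC no IAA the values were 44.7% and 28.5%. For hPGCLC this removes only background also called in hESC, because no hPGCLC library with IAA was available.

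Chromosome 19 was over-represented among retained peaks. It held 16.5% of the retained peaks near a TSS of a protein-coding gene (interval 13.9 to 19.4%), 5.92% of such lost peaks and 7.37% of all protein-coding genes, so gene density of the chromosome does not account for the share. No biological explanation was tested.

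The AP-2 excess in hPGCLC-only peaks does not follow from GC content or from promoters. Matching hESC-only peaks to the GC content of hPGCLC-only peaks raised the difference to 5.31 points (interval 3.61 to 6.91), and among distal peaks it was 4.69. A use of AP-2 sites by PRDM14 in hPGCLC stays a hypothesis. The interval of the main difference of 1.89 points included 0. The word GCCNNNGGC was also found in 14.4% of hESC + IAA peaks and 14.0% of retained peaks, against 14.3% of hPGCLC-only peaks. The summit windows of hESC + IAA and retained peaks had higher mean GC contents (65.3% and 65.7%), and no matching was done for them. The share of the word alone therefore cannot tie it to PRDM14.

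The hPGCLC list held 1.26 times as many peaks as the hESC no IAA list. A difference in depth does not account for this, because both lists implied 25001000 reads. The number of cells per ChIP was 1.6 times higher in hPGCLC and cannot be told apart from cell type with 1 library each, nor can the pooling of 2 clones in hPGCLC.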
